A study of Mus musculus with 16 samples.

How the data were processed

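The data were RNA sequencing of 16 mouse mammary organoid samples of 4 genotypes. Per the labels' protocols, RNA was extracted with a column kit, and sequencing libraries were made from total RNA with a SMARTer mRNA-seq kit. The aligner, the counting tool, the strandedness, the genome build and the annotation were not stated in the labels or the file headers.

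The authors deposited a table of whole-number read counts per Ensembl gene for the 16 samples, with no normalization. The authors also deposited a table of normalized values of the same genes and samples, treated here as signal. How the normalized signal values were made was not stated. A check of the deposited tables showed that each normalized value was the count divided by the sample's DESeq2 median-of-ratios size factor, with a largest relative difference of 5.49e-10. The count table was used for all main tests, and the normalized table for a single alternative test. The tables held 55774 entries, of which 287 repeated a gene identifier with identical values. These repeats were dropped, which left 55487 gene identifiers. No other column of per-sample values was in the tables.

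Samples were grouped by the genotype in their labels into WT (n = 3), PIK3CA mutant (n = 4), HER2 mutant (n = 4) and HER2 and PIK3CA double mutant (n = 5). The labels give normal breast as the source of the WT samples and breast tumor as the source of the mutant samples. Genotype and tissue source were therefore the same split in each comparison with WT. The labels named no sequencing or library batch. The replicate numbers that could pair samples across genotypes come from the sample titles. The series' design text speaks of mice of each genotype, and nothing in the labels states that the same number links samples.

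Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr, which left 24252 genes, and libraries were scaled with TMM factors. Dispersions were estimated with estimateDisp, and the quasi-likelihood test (glmQLFit and glmQLFTest, two-sided) was run in a single fit of all 16 samples with genotype as the only factor. P-values were adjusted with the Benjamini-Hochberg method over all tested genes within each comparison, and genes with an adjusted p under 0.05 were counted. The comparisons were the 6 pairs of genotypes and the interaction, which sets the double mutant against the sum of the single-mutant changes on the log2 scale. The standard error (SE) given for a log2 fold change was derived as its absolute value divided by the square root of the test's F statistic. Expression levels are CPM, the counts scaled by edgeR's cpm function to a common library size with TMM factors, and log2 CPM used a prior count of 2.

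A list of 14 genes of the p21, CDK4/6 and cyclin D axis was tested in the same fit, with p adjusted over the list within each comparison and, beside it, over all genes. Gene sets were tested with camera of limma 3.58.1 on log2 CPM, with a preset inter-gene correlation of 0.01. There were 11 sets and 6 comparisons, and p was adjusted over the 66 pairs. The score of a set in a sample is the mean log2 CPM of its genes. Similarity within genotypes was tested as the mean Euclidean distance between samples of different genotypes minus that within genotypes, divided by the square root of the number of genes, with a one-sided permutation test of the genotype labels (100000 resamples). The genotype grouping, the tests, the gene sets and all alternatives but those for GC content, length and library size were fixed before the data were examined.

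The genes named were chosen by a rule set in advance. For each pair of genotypes, these were the 2 genes with the largest positive and the 2 with the largest negative log2 fold change. Eligible genes had an adjusted p under 0.05, a mean log2 CPM of at least 1, a symbol other than a predicted-gene or Rik name, and all samples of one genotype above all samples of the other. For the interaction, the same rule was used without the separation of samples. Erbb2, Pik3ca and the 14 genes of the list were always included among the named results, although not all of their values are printed. A gene that met the rule is not reported here. Other genes named were chosen after their values were seen, and the text says so.

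Gene names come from the deposited tables. Positions, GC content and transcript length were taken from GENCODE mouse release M21 (GRCm38) by Ensembl identifier. Of the identifiers, 55141 were in that release, and 99.7% of the kept genes had a GC content and a length. The positions are those of GRCm38, whichever build the authors used. Because strandedness was not stated, counts of genes that overlap others are uncertain. In that annotation, 16 of the 31 named genes overlapped another gene, and 8 of them a protein-coding gene.

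Total counts ranged from 45545182 to 64168308 per sample. The smallest level counted as detected, 3 counts, corresponded to 0.0468 to 0.0659 CPM of a library's total. This floor covers counting error only, because reads without molecular identifiers are not independent molecules. Replicates of a genotype were compared with a chi-square of their counts per gene over genes with more than 20 summed counts. The lowest value was 22.5 per gene, between replicates 4 and 5 of the double mutant, against 111 to 387 in the other pairs of that genotype. All samples were treated as separate, as the labels list them. The test sets the spread against counting noise only, so it cannot tell separate animals from repeat libraries.

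The scripts were tested on simulated counts with the real means, library sizes and dispersions. Of 200 genes simulated with a log2 change of 2 up or down in PIK3CA mutant samples among 24252 genes, 50.5% were recovered against WT, and 3 unchanged genes were called. In a comparison with no simulated change, 0 genes were called. In 20 simulations without differences, the distance test gave a p under 0.05 in 1. These were run after a first single simulation without differences had given a p under 0.05.

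The alternatives were other scaling factors (median-of-ratios and upper-quartile), other filters (any count, or at least 10 counts in every sample), the DESeq2 1.42.0 Wald test, limma on log2 of the normalized value plus 1, robust shrinkage, the replicate number as a block, a minimum absolute log2 fold change of 1, a fit of only the compared genotypes, and leaving out each replicate in turn. Set tests were repeated with estimated inter-gene correlations and with a prior count of 0.5. The distance test was repeated on the 500 most variable genes and on the mutant genotypes alone. Chosen after the data had been seen were an offset for GC content and transcript length and a thinning of all libraries to the smallest total. Alignment-level properties, such as reads over the mutated positions, were not analysed here.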

Results

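Gene expression was measured by RNA sequencing in 16 samples of mouse mammary organoids, which are multicellular structures grown in culture from tissue cells. The culture medium contained epidermal growth factor and medium conditioned with Rspo1 and Noggin. Organoids were WT (n = 3), mutant for PIK3CA (n = 4), mutant for HER2 (n = 4) or mutant for both genes (n = 5, the double mutant). PIK3CA encodes a catalytic subunit of phosphoinositide 3-kinase, and HER2, named Erbb2 in the mouse, is a receptor tyrosine kinase. The series title places the question in the effect of both mutations on the cell-cycle axis of p21, CDK4/6 and cyclin D1. WT organoids came from normal breast and all mutant organoids from breast tumors, so each comparison with WT also compared these sources.

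Total counts per sample ranged from 48010713 to 57800959 in WT, from 47639790 to 64168308 in PIK3CA mutant, from 45545182 to 52938963 in HER2 mutant and from 50771543 to 56507646 in double mutant organoids. The 20 most abundant genes held 15.1% to 21.9% of a sample's counts.

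The mutated genes were examined first. Erbb2 (ENSMUSG00000062312, chromosome 11, 98412470 to 98437716 in GRCm38) had 156 ± 13.1 CPM in WT (SD, n = 3) and 168 ± 16.1 CPM in PIK3CA mutant organoids (SD, n = 4). It had 3600 ± 803 CPM in HER2 mutant (SD, n = 4) and 2031 ± 639 CPM in double mutant organoids (SD, n = 5). The log2 fold change against WT was 4.53 in HER2 mutants (SE 0.288, edgeR adjusted p 1.17e-06) and 3.70 in double mutants (SE 0.271, edgeR adjusted p 4.87e-06). Erbb2 overlaps Mien1 on the opposite strand at its end, and Mien1 had a log2 fold change of 0.09 in HER2 mutants against WT (edgeR adjusted p 0.809). The log2 difference of Erbb2 between double and HER2 mutants was -0.83 (SE 0.207, edgeR adjusted p 0.0483). That call was lost in 6 of the 9 fits that each left out a replicate of these genotypes. It was also lost under median-of-ratios and upper-quartile scaling, with the replicate number as a block and in a fit of only these genotypes. Pik3ca (ENSMUSG00000027665, chromosome 3, 32397671 to 32468486) had 81.3 ± 5.0 CPM in WT (SD, n = 3) and 101 ± 8.67 CPM in PIK3CA mutants (SD, n = 4), a log2 fold change of 0.31 that did not pass the threshold (SE 0.107, edgeR adjusted p 0.123). It had 67 ± 5.37 CPM in HER2 mutants (SD, n = 4) and 115 ± 4.88 CPM in double mutants (SD, n = 5). The log2 fold change of Pik3ca was 0.50 in double mutants against WT (SE 0.103, edgeR adjusted p 0.00527) and 0.78 against HER2 mutants (SE 0.0945, edgeR adjusted p 0.0011). Gene counts do not show which allele was transcribed, and the labels do not state how the HER2 mutation was introduced or whether reads of an introduced copy were counted as Erbb2.

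**Figure D1:**
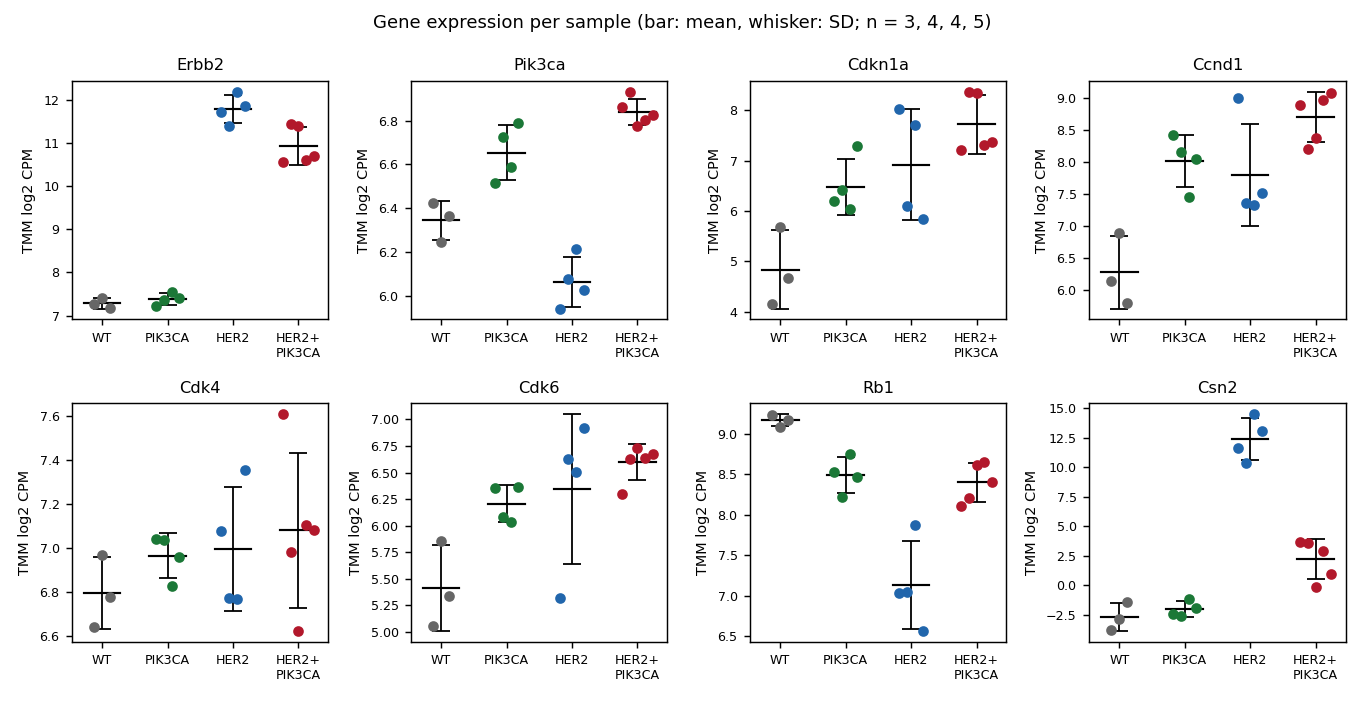
TMM log2 CPM (y axis) of 8 genes in each of the 16 samples by genotype (x axis), with horizontal bars for the mean and whiskers for the SD (n = 3, 4, 4 and 5). Erbb2 was between 7.18 and 7.56 in WT and PIK3CA mutant samples and between 10.55 and 12.18 in HER2 and double mutant samples.

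On average over the genotypes, samples of the same genotype were closer than samples of different genotypes. The mean distance per gene was 1.13 log2 units between genotypes and 0.902 within them, a difference of 0.227 (one-sided permutation p 1e-05, the smallest that 100000 resamples can give). Among the mutant genotypes alone, the difference was 0.121 (one-sided permutation p 0.00071). The mean distance within a genotype was 0.733 for WT, 0.705 for PIK3CA mutants, 1.17 for HER2 mutants and 0.910 for double mutants. The value for HER2 mutants was above the mean between genotypes. The first principal component held 27.7% of the variance and separated the 3 WT samples, at -144 to -98.0, from the mutants, at -9.33 to 74.4. The second held 14.7% and placed double mutant replicates 2 and 3 at -35.6 and -10.9, with the other double mutants between 33.6 and 47.8.

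**Figure D2:**
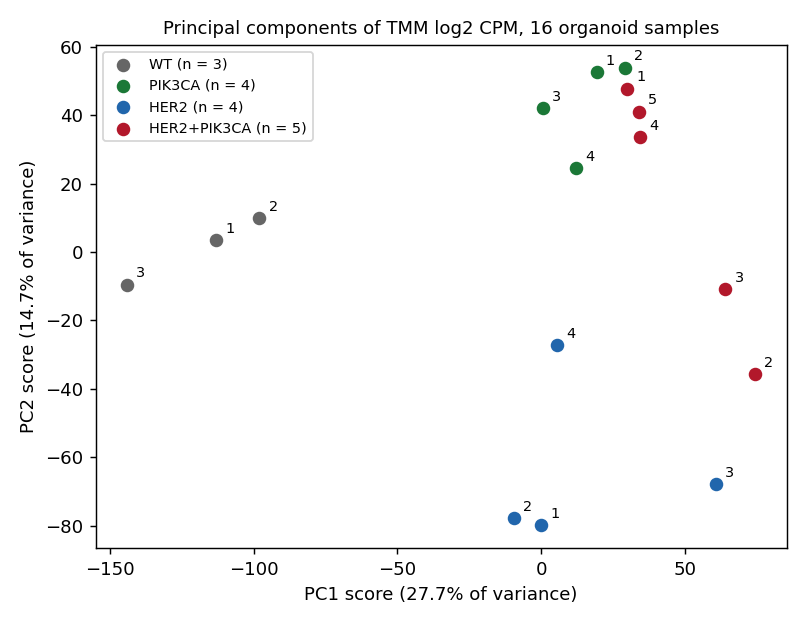
Principal components of TMM log2 CPM, with the first component (27.7% of variance) on the x axis and the second (14.7%) on the y axis. Points are the 16 samples, coloured by genotype and numbered by replicate, and the WT samples lie between -144 and -98.0 on the first component.

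PIK3CA mutant organoids were compared with WT to measure the change with the single PIK3CA mutation. Of 24252 genes, 1096 passed the threshold, 362 higher and 734 lower. The setting that moved this count most was a fit of only these 7 samples, with 4136 genes. With an offset for GC content and transcript length, chosen after the data had been seen, 748 of 1401 genes were higher. The largest increases under the naming rule were in Cmah (log2 fold change 5.0, SE 1.25, edgeR adjusted p 0.0309) and Muc4 (4.67, SE 1.13, edgeR adjusted p 0.0256). Cmah had 9.39 ± 8.33 CPM in PIK3CA mutants (SD, n = 4) and 0.291 ± 0.208 CPM in WT (SD, n = 3). The call of Cmah was lost in 4 of the 7 fits that each left out a replicate, and that of Muc4 in 3. Muc4 had 39.9 ± 9.05 CPM in PIK3CA mutants (SD, n = 4) and 1.58 ± 1.72 CPM in WT (SD, n = 3). The largest decreases were in Lyz2 (log2 fold change -8.94, SE 1.87, edgeR adjusted p 0.0109) and Gpnmb (-7.69, SE 1.47, edgeR adjusted p 0.00598). Lyz2 had 2.84 ± 3.43 CPM in PIK3CA mutants (SD, n = 4) and 1388 ± 1150 CPM in WT (SD, n = 3). Lyz2 has a close paralog, Lyz1, and how reads shared by both were counted was not stated. Lyz2 is a member of the immune marker set, whose score was highest in the WT samples.

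HER2 mutant organoids were compared with WT to measure the change with the single HER2 mutation. Here 2518 genes passed the threshold, 1153 higher and 1365 lower. In a fit of only these 7 samples, 541 genes passed, against 4136 for PIK3CA mutants in such a fit. Which single mutant had more genes therefore depended on the fit. With the GC and length offset, 1819 of 2912 genes were higher. The largest increases were in the milk protein genes Csn2 (ENSMUSG00000063157, chromosome 5, 87692624 to 87699630, log2 fold change 15.76, SE 1.66, edgeR adjusted p 0.000201) and Csn1s2a (12.60, SE 1.60, edgeR adjusted p 0.000494). Csn2 had 8962 ± 9700 CPM in HER2 mutants (SD, n = 4) and 0.156 ± 0.157 CPM in WT (SD, n = 3). Its counts were 67656 to 1020476 in HER2 mutant samples and 2 to 20 in WT samples. The largest decreases were in Apod (log2 fold change -6.77, SE 1.45, edgeR adjusted p 0.0093) and Slc5a7 (-5.71, SE 0.962, edgeR adjusted p 0.00245). Apod had 14.2 ± 24.3 CPM in HER2 mutants (SD, n = 4) and 1542 ± 203 CPM in WT (SD, n = 3).

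Double mutant organoids were compared with WT to measure the change with both mutations. The threshold was passed by 2850 genes, 1220 higher and 1630 lower. With the GC and length offset, 2392 of 3653 genes were higher. The largest increases were in Cmah (log2 fold change 6.15, SE 1.30, edgeR adjusted p 0.00594) and Ltf (5.54, SE 1.44, edgeR adjusted p 0.0202), the latter lost in each of the 3 fits without a WT replicate. The largest decreases were in Lyz2 (log2 fold change -12.90, SE 2.0, edgeR adjusted p 0.000739) and Gpnmb (-11.36, SE 1.58, edgeR adjusted p 0.000383). Of the 734 genes lower in PIK3CA mutants, 644 were also lower in double mutants, and of the 1365 lower in HER2 mutants, 816 were. Of the 362 genes higher in PIK3CA mutants, 267 were also higher in double mutants, and of the 1153 higher in HER2 mutants, 570 were. In all mutant genotypes, 173 genes were higher and 464 were lower than in WT. These overlaps share the same 3 WT samples. Past the threshold in opposite directions in the single mutants were 4 genes.

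**Figure D3:**
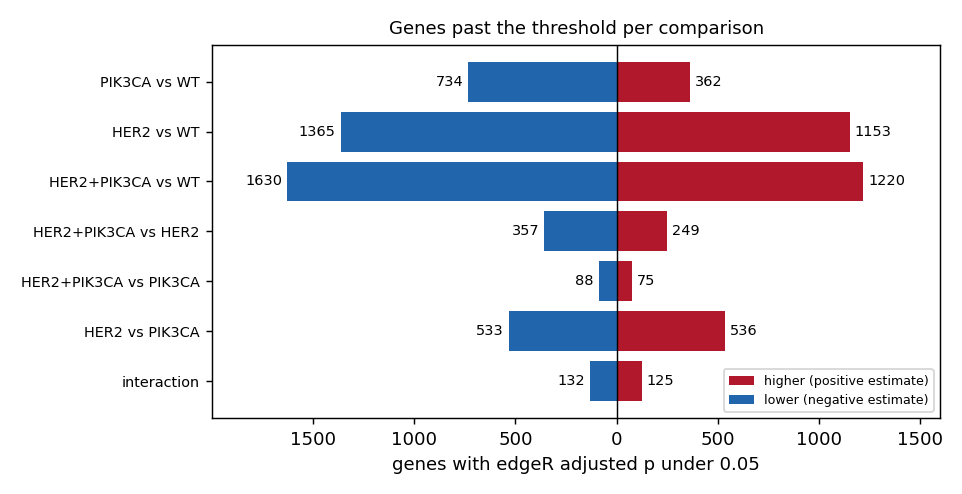
Number of genes with an edgeR adjusted p under 0.05 (x axis, counted outward from 0) for the 6 pairs of genotypes and the interaction (y axis), with higher genes to the right and lower genes to the left. The counts ran from 75 higher and 88 lower genes between double and PIK3CA mutants to 1220 higher and 1630 lower genes between double mutants and WT.

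Double and HER2 mutants were compared to measure what the PIK3CA mutation added in HER2 mutant organoids, both from tumors. The threshold was passed by 606 genes, 249 higher and 357 lower in double mutants. Across genes, the deviations of same-numbered samples of these genotypes from their genotype means had a mean correlation of 0.157. The mean for other pairs, -0.041, is no separate evidence, because centring on the genotype means forces it to the opposite sign. The value of 0.157 rests on 4 same-numbered pairs, was the highest among the 6 pairs of genotypes and was not tested. With the replicate number as a block, 118 genes passed, all among the 606. In a fit of only these 9 samples, 37 genes passed. Under upper-quartile scaling, 191 of 632 genes were higher, and with limma on the normalized values 271 of 487 were. The largest increases were in Vcam1 (log2 fold change 5.41, SE 0.867, edgeR adjusted p 0.00606) and Rbp7 (4.69, SE 0.496, edgeR adjusted p 0.000558). Rbp7 had 15.6 ± 6.07 CPM in double mutants (SD, n = 5) and 0.603 ± 0.288 CPM in HER2 mutants (SD, n = 4). The call of Vcam1 was lost in the fit of only these samples. The largest decreases were in Csn2 (log2 fold change -10.31, SE 1.07, edgeR adjusted p 0.000558) and Csn1s2a (-8.89, SE 1.07, edgeR adjusted p 0.00098). Csn2 had 7.04 ± 5.56 CPM in double mutants (SD, n = 5). Of the 11 gene sets, 5 passed the threshold without the block and 5 with it.

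Double and PIK3CA mutants were compared to measure what the HER2 mutation added in PIK3CA mutant organoids. The threshold was passed by 163 genes, 75 higher and 88 lower in double mutants. With DESeq2, 661 genes passed, and in a fit of only these genotypes 364. With the replicate number as a block, 19 passed, and 11 with the block and the GC and length offset. Leaving out a replicate gave 17 to 143 genes. The named genes were Csn2 (log2 fold change 4.95, SE 1.03, edgeR adjusted p 0.0431), Erbb2 (3.59, SE 0.238, edgeR adjusted p 2.19e-06), Galnt15 (-4.04, SE 0.821, edgeR adjusted p 0.0399) and Aff3 (-3.86, SE 0.817, edgeR adjusted p 0.0472). Of these, Erbb2 passed the threshold in all 9 fits that left out a replicate. Csn2 and Galnt15 were each lost in 8 of the 9 fits, and Aff3 in all 9.

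HER2 and PIK3CA mutants were compared directly. The threshold was passed by 1069 genes, 536 higher and 533 lower in HER2 mutants. This balance depended on the processing, with 655 higher and 442 lower under upper-quartile scaling and 461 higher and 662 lower with limma on the normalized values. Genes named by the rule were Csn2 (log2 fold change 15.27, SE 1.42, edgeR adjusted p 7.35e-05), Csn1s2a (11.61, SE 1.33, edgeR adjusted p 0.000502) and Vcam1 (-6.05, SE 0.902, edgeR adjusted p 0.00228). Vcam1 had 69.4 ± 21.6 CPM in PIK3CA mutants (SD, n = 4) and 1.05 ± 0.765 CPM in HER2 mutants (SD, n = 4).

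The interaction asked whether the double mutant differed from the sum of the single-mutant changes on the log2 scale. The interaction includes the WT samples, so a change with tissue source shared by all mutants would also enter it. It passed the threshold for 257 genes, 125 with a positive and 132 with a negative estimate. With the GC and length offset, 115 of 307 genes were positive. Across the 24252 genes, the HER2 change in WT organoids and that in PIK3CA mutant organoids had a Pearson r of 0.327 and a Spearman rho of 0.316. The PIK3CA change in WT and that in HER2 mutant organoids had a Pearson r of 0.409 and a Spearman rho of 0.205. These correlations are across genes, which are not independent replicates, and the changes of each gene were estimated from separate samples. The named interaction estimates were Comp (5.17, SE 0.929, edgeR adjusted p 0.0158), Syk (4.59, SE 0.849, edgeR adjusted p 0.0179), Csn2 (-10.80, SE 1.70, edgeR adjusted p 0.0089) and Csn1s2a (-9.88, SE 1.67, edgeR adjusted p 0.012). Comp had 38.3 ± 27.3 CPM in WT (SD, n = 3) and mean values of 1.08, 1.89 and 1.91 CPM in PIK3CA, HER2 and double mutants. Syk had 27.3 ± 20.3 CPM in WT (SD, n = 3) and mean values of 0.888, 1.92 and 1.51 CPM in the same order. For Comp and Syk, the summed decreases of the single mutants would put the double mutant near the smallest level counted as detected. A low remaining level in double mutants therefore gives a positive estimate for both genes. The call of Syk was lost in 3 of the 16 fits that each left out a replicate.

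In the 14-gene list of the p21, CDK4/6 and cyclin D axis, 29 of 84 pairs of gene and comparison had a list-adjusted p under 0.05, and 20 with adjustment over all genes. Of the 29, 25 were in comparisons with WT. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), which encodes p21, had 31.6 ± 17.6 CPM in WT (SD, n = 3), 95.2 ± 41.6 in PIK3CA mutants (SD, n = 4), 150 ± 102 in HER2 mutants (SD, n = 4) and 226 ± 93.2 in double mutants (SD, n = 5). Its log2 fold change against WT was 1.59 in PIK3CA mutants (SE 0.546, edgeR adjusted p 0.125 over all genes and 0.0333 over the list), 2.24 in HER2 mutants (SE 0.562, edgeR adjusted p 0.0204) and 2.84 in double mutants (SE 0.567, edgeR adjusted p 0.00418). Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925), which encodes cyclin D1, had 81.9 ± 33.5 CPM in WT (SD, n = 3), 268 ± 69.5 in PIK3CA mutants (SD, n = 4), 255 ± 171 in HER2 mutants (SD, n = 4) and 431 ± 110 in double mutants (SD, n = 5). Its log2 fold change against WT was 1.71 in PIK3CA mutants (SE 0.413, edgeR adjusted p 0.0256), 1.64 in HER2 mutants (SE 0.412, edgeR adjusted p 0.0208) and 2.40 in double mutants (SE 0.417, edgeR adjusted p 0.00165). The call of Ccnd1 was lost in 5 of 7 fits without a replicate for PIK3CA mutants and in 2 of 7 for HER2 mutants, and that of Cdkn1a in 2 of 7 for HER2 mutants. In each of these genotypes, all mutant samples were above all WT samples for Cdkn1a and Ccnd1. The double mutant did not differ from a single mutant past the threshold in Cdkn1a (edgeR adjusted p 0.561 against HER2 and 0.28 against PIK3CA mutants) or in Ccnd1 (0.272 and 0.449). The interaction estimate was -1.0 for Cdkn1a (edgeR adjusted p 0.583) and -0.95 for Ccnd1 (edgeR adjusted p 0.458).

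Cdk4 did not pass the threshold in any comparison, with log2 fold changes against WT of 0.17, 0.21 and 0.31 in PIK3CA, HER2 and double mutants (SE 0.195, 0.195 and 0.188). Cdk6 was higher than in WT in HER2 mutants (log2 fold change 1.00, SE 0.279, edgeR adjusted p 0.0328) and in double mutants (1.15, SE 0.272, edgeR adjusted p 0.0118), and in PIK3CA mutants it was past the threshold only with list adjustment (0.76, list-adjusted edgeR p 0.0333). Without a replicate, the call of Cdk6 was lost in 5 of 7 fits for HER2 mutants and in 2 of 8 for double mutants. In HER2 mutants, the calls of Ccnd3 and Ccne1 were each lost in 1 of 7 fits and that of E2f1 in 3. In double mutants, the calls of Cdk2, Cdkn2a and Cdkn2b were each lost in 2 of 8. Rb1 (ENSMUSG00000022105, chromosome 14, 73183673 to 73325822), which overlaps 4 other annotated genes, was lower than in WT in HER2 mutants (log2 fold change -1.96, SE 0.239, edgeR adjusted p 0.000375) and in double mutants (-0.75, SE 0.224, edgeR adjusted p 0.039), the latter lost in 6 of 8 fits without a replicate. In PIK3CA mutants, Rb1 was past the threshold only with list adjustment (-0.67, list-adjusted edgeR p 0.0333). Rb1 was higher in double than in HER2 mutants (log2 fold change 1.21, SE 0.215, edgeR adjusted p 0.00961), a call lost in a fit of only these genotypes. It had 575 ± 29.5 CPM in WT (SD, n = 3), 362 ± 54.6 in PIK3CA mutants (SD, n = 4), 148 ± 60.0 in HER2 mutants (SD, n = 4) and 341 ± 55.9 in double mutants (SD, n = 5). Cdk2 (0.42, list-adjusted edgeR p 0.0183) and Cdkn2b (0.81, list-adjusted p 0.0256) were also higher in double than in HER2 mutants, but only with list adjustment. Between double and PIK3CA mutants, 0 of the 14 genes passed with list adjustment, and 4 had an unadjusted p under 0.05.

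Gene sets were tested for a joint shift with camera of limma. With the preset inter-gene correlation of 0.01, 39 of 66 pairs of set and comparison passed the threshold. With the correlation estimated for each set, 0 passed, the lowest adjusted p was 0.0764, and 22 had an unadjusted p under 0.05. The values below are from the preset correlation. The set of the p21, CDK4/6 and cyclin D axis had a mean log2 fold change against WT of 0.53 in PIK3CA mutants (limma adjusted p 0.000897), 0.50 in HER2 mutants (limma adjusted p 0.0262) and 0.95 in double mutants (limma adjusted p 4.75e-05). It was also higher in double than in HER2 mutants (0.46, limma adjusted p 0.000849) and than in PIK3CA mutants (0.42, limma adjusted p 0.012), and did not differ past the threshold between HER2 and PIK3CA mutants (-0.03, limma adjusted p 0.369). This set mixes cyclin and kinase genes with Rb1 and kinase inhibitor genes such as Cdkn1a, so its mean does not measure activity of the axis. Among its genes, the largest increases in double against HER2 mutants were in Rb1 (1.21), Cdkn2a (1.06), Cdkn2b (0.81) and Ccnd1 (0.76). Against PIK3CA mutants they were in Cdkn2a (1.34), Cdkn1a (1.24), Ccne1 (0.96) and Ccnd2 (0.80). The proliferation set was higher than in WT in PIK3CA (0.61, limma adjusted p 0.00153), HER2 (0.86, limma adjusted p 0.000142) and double mutants (0.88, limma adjusted p 6.5e-05). With the estimated correlation, its unadjusted limma p was 0.374, 0.293 and 0.272 in the same order. For the p21, CDK4/6 and cyclin D set, that p was 0.0116, 0.0688 and 0.00365. The milk protein set was higher in HER2 mutants than in WT (5.36, limma adjusted p 8.33e-08) and lower in double than in HER2 mutants (-3.09, limma adjusted p 6.19e-05). It was also higher than in WT in PIK3CA (0.89, limma adjusted p 0.0391) and double mutants (2.27, adjusted p 0.000897). Double mutants were above PIK3CA mutants in this set (1.38, limma adjusted p 0.00358). With the estimated correlation, these 3 increases had an unadjusted limma p of 0.263, 0.0847 and 0.128. The basal and myoepithelial set was lower in HER2 mutants than in WT (-1.37, limma adjusted p 0.00231) and higher in double than in HER2 mutants (1.23, limma adjusted p 3.66e-05).

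The sets of immune and fibroblast markers were lower on average than in WT in all mutant genotypes. The immune score was 4.43 ± 0.896 in WT (SD, n = 3), -1.49 ± 0.850 in PIK3CA mutants (SD, n = 4), -0.43 ± 2.54 in HER2 mutants (SD, n = 4) and -2.39 ± 0.260 in double mutants (SD, n = 5). HER2 mutant replicates 1 and 2 had immune scores of 2.40 and 1.01, and the other mutant samples had scores of -0.41 or lower. The fibroblast score was 6.05 ± 1.07 in WT (SD, n = 3), 3.64 ± 1.29 in PIK3CA mutants (SD, n = 4), 3.04 ± 2.02 in HER2 mutants (SD, n = 4) and 2.09 ± 0.613 in double mutants (SD, n = 5). It overlapped between groups, with PIK3CA replicate 4 (5.42) and HER2 replicate 4 (4.96) above WT replicate 1 (4.82). With the estimated correlation, the unadjusted limma p against WT was 0.218, 0.0812 and 0.0886 for fibroblast markers in PIK3CA, HER2 and double mutants. For immune markers it was 0.00878, 0.0419 and 0.0154.

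**Figure D4:**
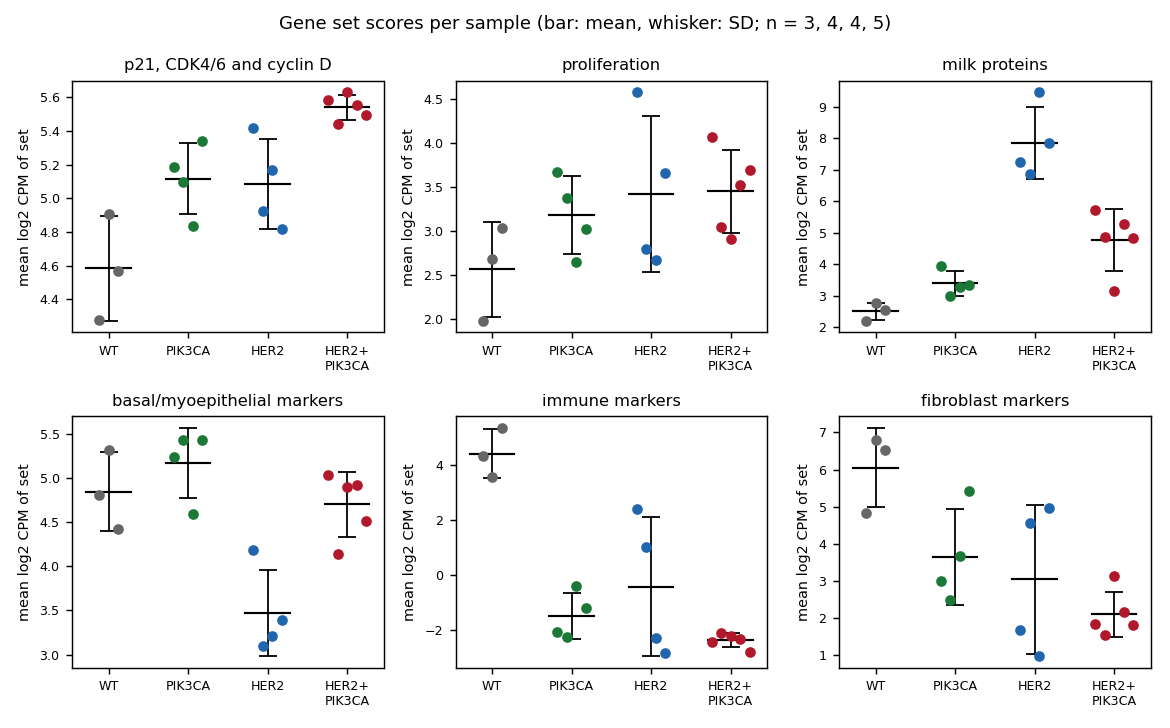
Mean log2 CPM (y axis) of 6 gene sets in each sample by genotype (x axis), with horizontal bars for the mean and whiskers for the SD (n = 3, 4, 4 and 5). The immune score was 3.59 to 5.37 in WT samples and at most 2.40 in mutant samples, and the milk protein score was 6.86 to 9.46 in HER2 mutant samples and at most 5.74 in the others.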

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

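Apart from the splits of the samples, the tests of explanations in this part were chosen after the numbers of genes, the set scores and the genes with the largest changes had been seen. A sample was called out when its gap to the nearest sample of its genotype was large for the range of the genotype (Dixon's test at 95%). In 129 groups tested, 9 values were called out, where chance gives about 6.4. No biological explanation was tested for a single sample, and no total count was called out.

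In PIK3CA mutants, replicate 4 had an epithelial-mesenchymal score of 4.33 against 2.99 to 3.19 in the others (gap over range 0.854) and a Cdk2 level of 4.76 log2 CPM against 4.88 to 4.90 (0.84). Replicate 2 had a Cmah level of 4.45 log2 CPM against 2.17 to 2.51 (0.851). Replicate 3 had an Apod level of 8.0 log2 CPM against 5.74 to 5.96 (0.905). In HER2 mutants, replicate 1 had a Ccnd1 level of 9.0 log2 CPM against 7.34 to 7.52 (0.891). Without HER2 replicate 1, the log2 fold change of Ccnd1 in HER2 mutants against WT was 1.05, the lowest of the 7 fits that each left out a replicate.

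In double mutants, replicate 3 had an epithelial-mesenchymal score of 4.31 against 3.18 to 3.31 in the others (gap over range 0.887), and replicate 2 had a luminal score of 6.17 against 6.59 to 6.72 (0.762). Replicate 1 had a Syk level of 1.2 log2 CPM against 0.37 to 0.58 (0.746) and a Cdk6 level of 6.30 log2 CPM against 6.63 to 6.74 (0.755).

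The interaction test called 257 genes. It used the WT samples, the only ones from normal tissue. A change with tumor source shared by all mutants would enter the estimate with the opposite sign. These samples cannot separate that from an effect of each mutation that differs with the other mutation present. Of 100 splits that permuted genotypes among same-numbered samples, the real one included, 1 gave as many genes, and the largest count from another split was 142. Such splits also break up the single-mutant changes and move them into the spread within groups. They therefore ask whether genotypes differ at all, and cannot show whether the interaction count exceeds what chance gives without an interaction. Among the 257 genes, 93.0% stayed past the threshold with an offset for GC content and transcript length, so those properties did not account for most calls.

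The interaction estimate was 5.17 for Comp, 4.59 for Syk, -10.80 for Csn2, -9.88 for Csn1s2a and 1.87 for Rb1. For part of the interaction genes, a candidate explanation is RNA from immune cells in WT organoids that was low in all mutants, since a decrease in each single mutant cannot add up once the level is near 0. Of the genes with a positive estimate, 11.2% followed the immune marker score across the 13 mutant samples, against 3.95% of all tested genes, so part of the positive estimates cannot be told apart from an effect of immune-cell RNA. Within genotypes, that score varied mostly among the HER2 mutant samples, so the share rests mainly on them. The explanation by immune-cell RNA does not cover Rb1, which had mean values of 362, 148 and 341 CPM in PIK3CA, HER2 and double mutants. Of all interaction genes, 97.7% moved the same way in both single mutants with an estimate of the opposite sign, against 62.7% of all tested genes. That share was computed on genes selected by the same contrast, so it cannot separate changes that saturate from other forms of interaction. Nor can it set these apart from a change with tissue source shared by all mutants.

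The explanation by RNA that was low in all mutants does not cover Csn2 and Csn1s2a, which were near 0 in WT and PIK3CA mutants and high in HER2 mutants. Their interaction calls and that of Rb1 passed the threshold in all 16 fits that left out a replicate, and that of Syk was lost in 3. With the replicate number as a block, the calls of Csn2, Csn1s2a and Syk were lost, that of Rb1 was kept, and 35 genes passed in place of 257. No technical explanation was tested for the single genes Rb1, Csn2 and Csn1s2a, and Rb1 overlaps other genes on both strands. Of these, Gm17233 (2.79, edgeR adjusted p 0.0089) and Lpar6 (1.22, adjusted p 0.0242) also passed the interaction test with a positive estimate. Rcbtb2 and Mir687 were not among the genes that passed. These genes were named after their values were seen, and the overlap was not excluded as a source of the Rb1 call.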

How the results depend on the processing

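The GC and length offset and the thinning were chosen after the data had been seen. Results are given as the number of genes past the threshold unless stated.

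The genotype distance kept its sign and its side of the threshold under all alternatives run, with 0.170 to 0.260 across the 16 fits that each left out a replicate. The cell-cycle list gave 20 to 34 pairs under the other settings and 23 to 36 across the 16 fits without a replicate, against 29. The gene sets gave 33 to 40 pairs across those fits. They fell to 24 of 66 with at least 10 counts in every sample, and to 0 of 66 (22 with an unadjusted p under 0.05) with estimated inter-gene correlations, the cause of which was not tested.

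Leaving out each replicate gave 396 to 1043 genes for PIK3CA mutants against WT, 733 to 2693 for HER2 mutants against WT and 1173 to 2961 for double mutants against WT. The lowest count in each of these came without WT replicate 3. The range was 256 to 975 for double against HER2 mutants, 17 to 143 for double against PIK3CA mutants, 427 to 1166 for HER2 against PIK3CA mutants and 54 to 382 for the interaction.

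With the DESeq2 test, 1869 genes passed for PIK3CA mutants against WT, 1715 for double against HER2 mutants, 661 for double against PIK3CA mutants, 2219 for HER2 against PIK3CA mutants and 966 for the interaction. A fit of only the compared genotypes gave 4136 for PIK3CA mutants against WT, 541 for HER2 mutants against WT, 37 for double against HER2 mutants, 364 for double against PIK3CA mutants and 534 for HER2 against PIK3CA mutants. The filter of at least 10 counts in every sample gave 554 for PIK3CA mutants against WT, and 463 of the 1096 genes did not enter that filter. A minimum absolute log2 fold change of 1 left 1897 for double mutants against WT and 98 for double against PIK3CA mutants. The cause was not tested for the DESeq2 test or the smaller fits. The fit of all samples shares each gene's dispersion across genotypes of unequal spread, with mean distances within genotypes of 0.705 (PIK3CA) to 1.17 (HER2). The smaller fits gave fewer genes in each comparison with HER2 mutants. They gave more for PIK3CA mutants against WT and for double against PIK3CA mutants, and 2677 for double mutants against WT. Which single mutant had more genes against WT therefore depended on the fit.

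With the replicate number as a block, the counts were 794, 1625 and 2358 for PIK3CA, HER2 and double mutants against WT, 118 for double against HER2 mutants, 19 for double against PIK3CA mutants, 552 for HER2 against PIK3CA mutants and 35 for the interaction. Set tests gave 33 of 66 pairs with the block. The interaction calls of Csn2, Csn1s2a and Syk were lost with it, and that of Rb1 was not. The mean correlation of same-numbered samples was 0.012 over all genotypes. In the same order of pairs it was 0.043, -0.052, -0.050, 0.157, -0.005 and -0.043. Outside the comparison of double and HER2 mutants, no mean correlation was above 0.043, and none of these values was tested.

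The GC and length offset gave 94 genes for double against PIK3CA mutants. The block with that offset gave 117 for double against HER2 mutants, 11 for double against PIK3CA mutants, 579 for HER2 against PIK3CA mutants and 80 for the interaction. The offset shifted the median log2 fold change of all genes to 0.11, 0.12 and 0.15 in PIK3CA, HER2 and double mutants against WT, from -0.03, 0.03 and 0.01. The share of higher genes became 53.4%, 62.5% and 65.5%, from 33.0%, 45.8% and 42.8%. Which direction was more frequent against WT therefore depended on this choice. In HER2 mutants against WT, it also depended on other settings. The share of higher genes was 51% under upper-quartile scaling, 51% with DESeq2 and 51.8% with at least 10 counts in every sample. It was 40.5% to 46.4% under the others without the offset, fits without a replicate aside. For PIK3CA and double mutants against WT, lower genes were more frequent under all those settings. For the interaction, that share was 48.6%, against 37.5% with the offset, 28.6% with the block and 30% with both. For double against PIK3CA mutants, it was 46%, against 21.1% with the block (4 of 19 genes) and 27.3% with the block and the offset (3 of 11 genes). For double against HER2 mutants, it was 41.1% under TMM, 30.2% under upper-quartile scaling, 55.6% with limma on the normalized values, 49.9% with the offset and 53.8% with the block and the offset. For HER2 against PIK3CA mutants, it was 50.1% under TMM, 59.7% under upper-quartile scaling and 41.1% with limma.

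Of 138 results for named genes, 55 passed the threshold, and none of these reversed under the alternatives run. Results not past the threshold came past it in 18 of 670 outcomes under other settings. With a replicate left out, they did so in 6 of 1263. Of the 55, 35 passed in every fit that left out a replicate, and 35 under every other setting run for them. The fit of only the compared genotypes, run for 50 of the 55 calls, lost 11. They were Cdkn1a, Ccnd1, Ccnd3, Cdk6, E2f1, Ccne1 and Apod in HER2 mutants against WT, Cdk2 in double mutants against WT, and Rb1, Vcam1 and Erbb2 in double against HER2 mutants. The block lost 13, namely Cmah and Lyz2 in PIK3CA mutants, Cdkn1a, Cdk6 and E2f1 in HER2 mutants and Rb1 in double mutants against WT, Erbb2 in double against HER2 mutants, Csn2, Galnt15 and Aff3 in double against PIK3CA mutants, and the interactions named above. Median-of-ratios and upper-quartile scaling each lost Erbb2 in double against HER2 mutants. Among results not past the threshold, upper-quartile scaling reversed Cdkn1b in HER2 mutants against WT (0.0069), Cdkn2b in HER2 against PIK3CA mutants (0.019) and the Cdk2 interaction (-0.034). The block reversed Ccnd2 in HER2 mutants against WT (-0.073) and in double against HER2 mutants (0.10).

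Leaving out a replicate reversed 19 results that were not past the threshold. In HER2 mutants against WT, the range was -0.64 to 0.42 for Ccnd2 and -0.21 to 0.16 for Cdkn1b. In double mutants against WT, it was -0.64 to 0.39 for Ccnd2 and -0.074 to 0.17 for Cdkn1b. Between double and HER2 mutants, it was -0.69 to 0.67 for Ccnd2, -0.095 to 0.34 for Cdk6, -0.074 to 0.30 for Cdkn1b, -0.22 to 0.65 for Ccne1 and -0.055 to 0.23 for Cdk4. Between double and PIK3CA mutants, it was -0.066 to 0.18 for Ccne2, -0.17 to 0.0074 for Rb1 and -0.0084 to 0.25 for Cdk4. Between HER2 and PIK3CA mutants, it was -0.66 to 0.098 for Ccnd1, -0.18 to 0.21 for Cdkn2b, -0.080 to 0.49 for Cdkn2a and -0.088 to 0.12 for Cdk4. For the interaction, it was -0.22 to 0.069 for Cdk4, -0.066 to 0.078 for Cdk2 and -0.76 to 0.62 for Cdkn2a. The cause of these reversals was not tested, and each estimate from all samples was smaller than its SE.

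Depth limited the low ends of the largest changes. Csn2 had 2 to 20 counts in WT samples, so its log2 fold change of 15.76 rests on few reads in that group.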

Other observations

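Apart from the splits of the samples, the tests in this part were chosen after the numbers of genes, the set scores and the genes with the largest changes had been seen.

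Other splits of the samples were counted for each pair of genotypes, setting the real split against splits that part as many same-numbered pairs. For PIK3CA mutants against WT, HER2 mutants against WT, double mutants against WT and HER2 against PIK3CA mutants, 1 of 8 such splits, the real one, gave as many genes. For double against HER2 mutants and double against PIK3CA mutants, it was 1 of 16. Neither 8 nor 16 splits can give a share under 0.05. Splits that part fewer of these pairs were also run. For double against HER2 mutants, 5 of 84 such splits gave 606 genes or more, up to 4601. For the other pairs, 0 of the 27 to 84 such splits gave as many, with a maximum of 1313 genes for HER2 mutants against WT. Over all splits run, the real one alone gave as many genes in 1 of 35 for PIK3CA mutants against WT, HER2 mutants against WT and HER2 against PIK3CA mutants. It was 1 of 56 for double mutants against WT and 1 of 100 for double against PIK3CA mutants, so each of these shares was under 0.05. For double against HER2 mutants it was 6 of 100, which leaves open whether that count arose by chance.

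Genes lower in the mutants than in WT may reflect RNA from immune cells carried in organoids of normal tissue, because the immune score separated WT from mutant samples. The share of lower genes that followed the immune score across the 13 mutant samples, with r of at least 0.6 after centring each genotype, was 27.6% for PIK3CA, 13% for HER2 and 14.9% for double mutants. Among all tested genes it was 3.95%. The immune score varied mostly among HER2 mutants (SD 2.54, n = 4), against 0.850 in PIK3CA mutants (SD, n = 4) and 0.260 in double mutants (SD, n = 5). The immune shares therefore rest mainly on the HER2 mutant samples and say little about the spread in the other genotypes. For the fibroblast score the shares were 7.37%, 4.85% and 9.74%, against 2.87% of all tested genes. The shares were above those of all genes, and under 50 of every 100 genes. For HER2 mutants, the fibroblast share was under 2 times that of all genes. The test used mutant samples only, in which both scores were lower on average than in WT, so a low share does not exclude RNA from these cells. As a group, the lower genes cannot be told apart from immune-cell RNA in any mutant genotype, or from fibroblast RNA in PIK3CA and double mutants, and fibroblast RNA was not excluded in HER2 mutants. These shares do not decide the source of a single gene's decrease. Genotype and tissue source were the same split, so the source of the tissue is a further explanation that these samples cannot test.

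Library size and sequence composition were tested for the comparisons with WT. After all libraries were thinned to the smallest total, 95.8%, 95.9% and 96.3% of the genes in PIK3CA, HER2 and double mutants stayed past the threshold. With an offset for GC content and transcript length, 91.2%, 87.7% and 85.9% stayed. Neither property accounted for most of the calls, although the offset changed which direction was more frequent.

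The increase of Erbb2 in HER2 mutants could come from more copies of the surrounding locus. The median log2 fold change of the 24 expressed genes within 250 kb of Erbb2 was 0.35 in HER2 mutants against WT, under the value of 1 set for this explanation. Past the threshold were 4 of the 24, named after their values were seen: Neurod2 (2.57), Ikzf3 (2.21), Gsdma2 (3.82) and Gsdma (5.49). The expressed protein-coding genes next to Erbb2, also named after their values were seen, were Pgap3 (-0.56), Mien1 (0.09) and Grb7 (-0.52), none past the threshold. The test does not address a copy of Erbb2 elsewhere in the genome or a segment that holds little more than Erbb2. How the HER2 mutation was introduced is not stated in the labels.

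Erbb2 levels in double mutants were 10.55, 11.43, 11.40, 10.60 and 10.69 log2 CPM in replicates 1 to 5. Their Cdkn1a levels were 7.21, 8.37, 8.34, 7.31 and 7.38 log2 CPM, and their second principal component values were 47.8, -35.6, -10.9, 33.6 and 41.1. The labels give no grouping of these 5 samples, and no comparison was made within them.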
